A study of Rattus norvegicus with 2 samples. Its data were reported in "Transcription factor Creb3l1 maintains proteostasis in neuroendocrine cells" (2022).

How the data were processed

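The data came from chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which an antibody pulls down the DNA bound by a protein and the recovered fragments are sequenced. The protein was Creb3l1, a transcription factor of the endoplasmic reticulum stress sensor family. Hypothalamic tissue enriched for magnocellular neurones, the large cells of the supraoptic and paraventricular nuclei that release vasopressin and oxytocin, was punched from 9 male Sprague Dawley rats deprived of water for 72 h and pooled. Chromatin was fixed in 1.6% formaldehyde for 20 min. There were 2 samples, 1 Creb3l1 ChIP library and 1 input library of the same chromatin without immunoprecipitation, each made from 1 ng of DNA by a commercial sequencing service. The group of each sample was taken from the antibody or title given in the labels. A peak list of the ChIP library was analysed, and the input entered only through that list, as the control of the peak caller.

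The service mapped the reads to the rat genome build rn6 and called peaks with MACS, once, on the pooled tissue, so there were no replicates and no peak could be compared between animals. MACS slides along the genome and compares the pileup of ChIP reads, extended to a fixed fragment length, with a background taken from the input. The deposited list gave for each peak its start, end and summit, and the fold enrichment at the summit. The deposited fold is the ratio of the ChIP pileup to the background, with a pseudocount of 1 added to both by MACS. The authors' −log10 p-value and −log10 q-value of each summit were used as deposited, the q-value being the p-value after correction for the number of positions tested. The deposited score of a peak was 10 times its −log10 q-value with the decimals removed, which was checked and held for 100% of peaks, so the score was not used further. All these values belong to single peaks and were used only to describe, rank or filter peaks within this list. Aligner, duplicate removal and peak threshold were not given with the list. Coordinates are those of rn6, with starts raised by 1 so that positions count from 1.

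The fold enrichment and the p-value of a peak are both functions of the same 2 quantities, the scaled ChIP pileup and the background. The background of MACS is the largest of a genome-wide mean, the mean input pileup in windows of 10 kb and 1 kb around the summit, and the input pileup at the summit itself. Solving both formulae together gave the pileup and the background of each peak. Among the scales tried, 0.882 turned the recovered ChIP pileups into whole numbers of fragments for 100% of the 2063 peaks. The next best scale did so for 53.1%. Scales of 0.882 divided by a whole number lay outside the range tried and would fit as well. The numbers of fragments therefore rest on taking 0.882. The fold recomputed from whole fragments differed from the deposited fold by at most 9.29e-06. Backgrounds at whole numbers above the genome-wide mean were read as input fragments at the summit, and other backgrounds were assigned to the 1 kb or 10 kb window by the size of their steps. For 8 peaks more than 1 solution lay at a whole number of fragments, and the one whose background lay on these steps was taken. The procedure was tested on simulated data and recovered the fragments and background of 100% of 2000 simulated peaks. These recovered numbers rest on the formulae of MACS and were not compared with reads. A fragment here is 1 extended read, which may include duplicates.

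No test between groups was possible with 1 library of each kind, and no p-values between groups are given. Shares of peaks carry 95% Wilson intervals. Numbers of fragments, densities of peaks and fold values carry 95% exact Poisson intervals, with the background of the fold held fixed. Intervals cover counting error only, not the variation between animals or immunoprecipitations, and a summit is chosen for its height, so its count is biased upwards by an unknown amount. Total reads per library were not used here, and the depth is given as fragments at the summit. The list shows called peaks only, so nothing can be said from it about sites below the threshold. The density of peaks on a chromosome was the number of peaks divided by the position of its last summit, used as a stand-in for chromosome length. Spacing was compared with 1000 random placements in which each chromosome kept its number of peaks and their widths, and positions were drawn evenly up to the end of its last peak.

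The number of peaks, 3 stricter thresholds and the joining of peaks less than 300 bp apart were fixed before the data were examined. The recovery of fragments, the chromosome and spacing comparisons, the other alternatives and the peaks singled out beyond the 10 of highest fold were chosen afterwards. The rule for items named in the text, also fixed beforehand, was to give the 10 peaks of highest fold enrichment with their nearest gene, and the genes at the centre of the study. Its gene part was not applied. The designed comparisons with promoters, genes, gene lists, CpG content and motifs need the sequence and annotation of rn6, which were not used here, and coordinates were not converted between builds. Peaks are therefore given by position, without gene, exon, intron or promoter annotation. The computations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.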

Results

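The data were a peak list for Creb3l1 occupancy after 72 h without water. The question addressed by the single comparison, 1 ChIP library against 1 input library, was at which positions the ChIP fragments exceeded the background estimated from the input. No replicate library was present, so the values below have no replicate error, and the differences described are between peaks of 1 library.

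The list held 2063 peaks. Of these, 2039 lay on the 20 autosomes, 18 on chromosome X, 1 on chromosome Y and 5 on unplaced scaffolds of rn6. The largest q-value was 0.0397, and the −log10 q-value ranged from 1.40 to 38.5 with a median of 6.24. A q-value of at most 0.01 was reached by 1996 peaks (96.8%), and one of at most 1e-05 by 1232 peaks (59.7%), the alternative that lowered the number most. Joining peaks less than 300 bp apart left 1677 regions.

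The authors' fold enrichment ranged from 2.43 to 15.4, with quartiles of 4.68, 5.61 and 6.89. A fold from 3 to 15 was given for 2055 peaks, 7 peaks lay under 3 and 1 lay over 15. A fold above 10 was given for 97 peaks (4.70%), and a fold of at least 5 for 1380 (66.9%). The median fold depended most on the pseudocount, and recomputed with a pseudocount of 0 it was 7.64. Peaks were narrow. Their widths ran from 55 to 2531 bp with quartiles of 76, 113 and 184 bp, 77.2% were under 200 bp and 5 were over 1 kb. In total the peaks covered 328 kb. The shortest width was shared by 101 peaks.

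The depth behind each peak was low. The recovered ChIP pileup at the summit ranged from 13 to 59 fragments, with quartiles of 19, 22 and 27. The fold took 542 distinct values among the 2063 peaks, since pileups are whole fragments, and the commonest, 5.55, was shared by 62 peaks. Counting error set wide limits on a single peak. A summit with the median 22 fragments at the genome-wide background had a fold of 6.71, and the 95% exact Poisson interval of 13.8 to 33.3 fragments corresponded to a fold of 4.33 to 9.99. The same 22 fragments over a background of 3 gave a fold of 5.10.

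**Figure D1:**
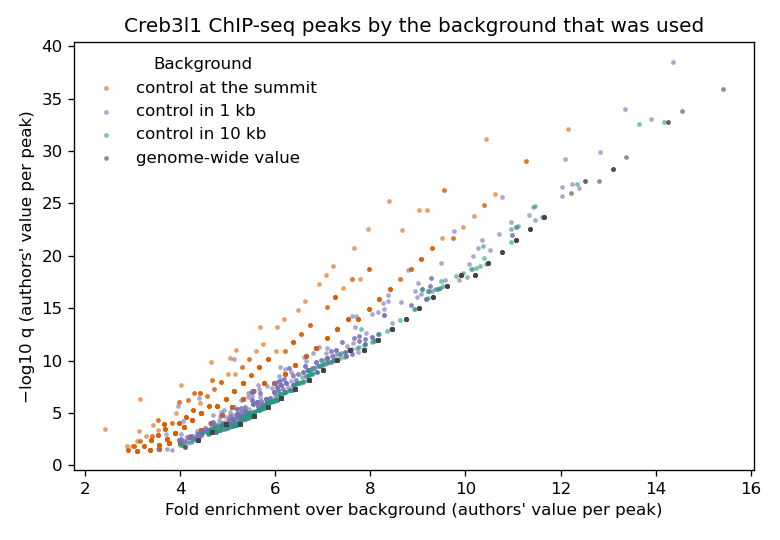
Each point is 1 of the 2063 peaks, with the authors' fold enrichment over the background on the horizontal axis and the authors' −log10 q-value on the vertical axis, coloured by the kind of background that MACS used. At a given fold the −log10 q-value was higher for peaks with a higher background, such as those that used the control at the summit, and the points form discrete curves because pileups are whole fragments.

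The background used for the peaks ranged from 2.04, the genome-wide value, to 19, with a median of 2.31. The genome-wide value applied to 666 peaks (32.3%, 95% Wilson interval 30.3 to 34.3%). The mean of the 10 kb window applied to 154 peaks (7.46%, 6.41 to 8.68%) and that of the 1 kb window to 499 (24.2%, 22.4 to 26.1%). The control at the summit itself applied to 744 peaks (36.1%, 34 to 38.2%). Peaks with the control at the summit as background had a median of 24 ChIP fragments and a median fold of 4.79, whereas those at the genome-wide background had a median of 20 fragments and a median fold of 6.13. A ranking by fold was therefore not a ranking by fragments. With the genome-wide background applied to every peak, the median fold was 6.71.

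Few input fragments decided this background. Among the autosomal peaks, 407 (20.0%, 18.3 to 21.8%) had 3 control fragments at the summit as background, 212 (10.4%, 9.15 to 11.8%) had 4, 77 (3.78%, 3.03 to 4.69%) had 5 and 32 (1.57%, 1.11 to 2.21%) had 6. A Poisson distribution with the genome-wide mean gives 18.4%, 9.39%, 3.84% and 1.30%, each inside the interval of the observed share. A control of 3 or more fragments at the summit was the background of 741 autosomal peaks (36.3%, 34.3 to 38.5%), above the Poisson share of 33.4%. A control of 7 or more fragments at the summit was found at 13 autosomal peaks (0.638%, 0.373 to 1.09%), where the Poisson share was 0.505%.

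**Figure D2:**
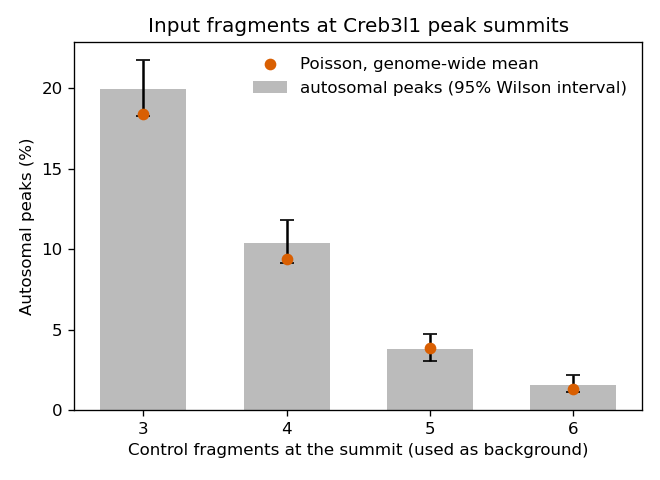
Bars give the percentage of autosomal peaks whose background was the control pileup at the summit, by the number of control fragments, with 95% Wilson intervals as error bars, and points give the percentage from a Poisson distribution with the genome-wide mean. The points fall inside the intervals, at 18.4% against an observed 20.0% for 3 fragments and 1.30% against 1.57% for 6 fragments.

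The peak of highest fold lay on chromosome 6 from 111476505 to 111477452, with 52 fragments over the genome-wide background and a fold of 15.4 (95% exact Poisson interval 11.6 to 20.1). The next was on chromosome 1 from 265809527 to 265809990, with 49 fragments and a fold of 14.5 (10.8 to 19.1). The third, on chromosome 7 from 141629953 to 141630260, had the most fragments of the list, 59, and the highest −log10 q-value, 38.5, with a fold of 14.4 (11 to 18.4). A pair of peaks with 48 fragments and a fold of 14.3 (10.6 to 18.8) followed, on chromosome 1 from 31967779 to 31967923 and on chromosome 8 from 118551767 to 118551909. The remaining 5 of the 10 highest lay on chromosome 2 from 22798006 to 22798334, on chromosome 7 from 3123280 to 3123785, on chromosome 6 from 9464415 to 9465193, on chromosome 8 from 106617530 to 106617685 and on chromosome 10 from 84915147 to 84916186. Their folds were 14.2, 13.9, 13.7, 13.4 and 13.4, with 48, 51, 49, 45 and 54 fragments. The order among these peaks was not resolved at this depth. For 251 peaks the upper limit of the interval reached the lower limit of the highest peak.

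The widest peak, singled out after its values were seen, lay on chromosome 1 from 148440829 to 148443359 and spanned 2531 bp, with 53 fragments and a fold of 9.55. The next widest, on chromosome 3 from 154506883 to 154508290, spanned 1408 bp with 56 fragments and a fold of 8.40. Both had a raised background, of 4 and 5 control fragments. The peak on chromosome Y, from 505683 to 505756, had 27 fragments over a background of 4 and a fold of 4.96. Folds on the unplaced scaffolds ran from 4.68 to 8.45.

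Peaks were unevenly spread over the chromosomes. Chromosome 1 held the most, 331, at 1.18 peaks per Mb. The density was highest on chromosome 10, with 169 peaks at 1.51 per Mb (95% exact Poisson interval 1.29 to 1.75), and chromosome 12 followed at 1.48 per Mb (1.17 to 1.86). Among autosomes it was lowest on chromosome 2, with 114 peaks at 0.443 per Mb (0.365 to 0.532). The intervals of chromosomes 10 and 2 did not overlap. They treat peaks as independent, although many lay close together as described below, so they are too narrow. Chromosome X, of which male rats carry 1 copy, had 18 peaks at 0.115 per Mb (0.0684 to 0.183), below each of the 20 autosomes. Relative to the pooled autosomal density of 0.794 per Mb, the density on X was 14.6% (8.62 to 23%). Counted in joined regions, of which X had 15, it was 14.9% (8.36 to 24.6%). The largest change came from the threshold, with 17.5% at a q-value of at most 1e-05. The genome-wide background applied to 17 of the 18 peaks on X (94.4%, 95% Wilson interval 74.2 to 99.0%) and to 645 autosomal peaks (31.6%, 29.7 to 33.7%). The median number of fragments was 20.5 on X and 22 on the autosomes.

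**Figure D3:**
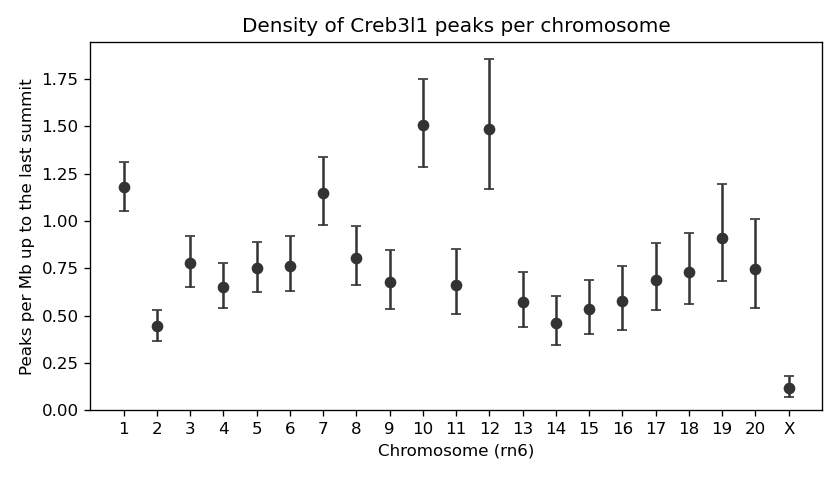
Points give the number of Creb3l1 peaks per Mb, up to the last summit, for the 20 autosomes and chromosome X, with 95% exact Poisson intervals as error bars. Chromosome X, at 0.115 per Mb, lies below the lowest autosome, chromosome 2, at 0.443 per Mb.

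Many peaks lay close together. A neighbouring peak less than 300 bp away was found for 700 peaks (33.9%, 31.9 to 36%), a share that was 16.4% among peaks with a q-value of at most 1e-05. These 700 formed 314 regions, of which 254 had 2 peaks, 48 had 3 and 12 had 4, while 1363 peaks stood alone. Neighbouring pairs with a gap under 300 bp numbered 386, whereas 1000 random placements gave a mean of 0.848 and at most 4. For gaps from 300 to 1000 bp there were 52 pairs against a random mean of 1.26. For gaps from 1 to 10 kb there were 45 against 16.3, and from 10 to 100 kb 324 against 155. None of the placements reached the observed number in any of these ranges. Even placement ignores the clustering of genes and mappable sequence. It also takes peaks as independent, although a single enriched region could be called as several peaks. The shortest gap was 50 bp. In the 386 closest pairs, the summits were 77 to 1378 bp apart, with quartiles of 176, 240.5 and 332 bp.

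**Figure D4:**
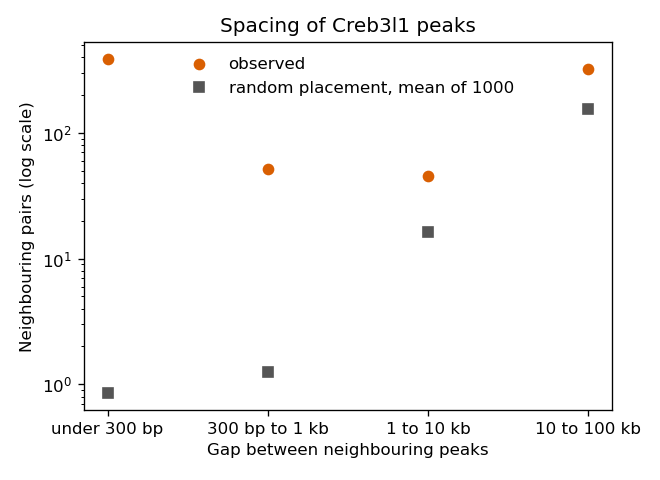
The number of neighbouring peak pairs is plotted on a log scale against the gap between them, for the observed peaks and for the mean of 1000 random placements. The observed number lies above the random mean in each range, with 386 pairs against 0.848 under 300 bp and 324 against 155 from 10 to 100 kb.

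Peaks with a close neighbour and single peaks had similar values. The median fold was 5.55 for the former and 5.76 for the latter, and the median widths were 113 and 112 bp. A background above the genome-wide value was used for 68.7% (65.2 to 72.0%) of peaks with a neighbour and for 67.2% (64.7 to 69.6%) of single peaks, a difference within the intervals. Taking the highest peak of each joined region, the median was 27 fragments, against 22 for single peaks, although the highest of several draws lies above a single one by selection alone.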

Values the study reported

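The study reported 2063 significant peaks close to 1441 genes and gave their enrichment as 3-15-fold. It stated 57.8 M reads for the ChIP sample and over 56.1 M for the input, of which more than 94% mapped to rn6. Sheared DNA was stated to be 100 to 700 bp long. The 3 most significant motifs were reported in 29–34% of the peaks.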

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

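The alternatives for fold, width, background, chromosome X and spacing were chosen only after the data had been seen, and those for the number of peaks were fixed beforehand. The number of peaks fell from 2063 to 1232 at a q-value of at most 1e-05. It stayed within a factor of 1.5 at a q-value of at most 0.01 (1996), at a fold of at least 5 (1380) and after joining peaks less than 300 bp apart (1677). A stricter threshold can only remove peaks, so the fall follows from its construction.

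The share of peaks with a neighbour less than 300 bp away fell from 33.9% to 16.4% at a q-value of at most 1e-05 and rose to 37.8% when the distance was 1 kb. The wider distance can only add neighbours. The removal of weak peaks also removes neighbours of the peaks left, and whether anything else lowered the share was not tested. At a q-value of at most 0.01 it was 32.4%, inside the interval of the deposited list. The density on X relative to the autosomes stayed within its interval under the 4 alternatives tried, from 14.9% to 17.5%, with 13 peaks on X at the strictest threshold. Of 9 other values for the median fold, the median width and the share of peaks at the genome-wide background, 6 moved and 3 did not. With a pseudocount of 0 the fold ran from 2.51 to 22.5 in place of 2.43 to 15.4.

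With 1 library of each kind no replicate could be left out. No paired analysis was possible because there was 1 library per group. Of the 35 alternatives fixed beforehand 31 were not run, since they concern promoters, genes, CpG content and motifs. Depth limits the ranking of peaks, as 22 fragments at the genome-wide background left a fold from 4.33 to 9.99.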

Other observations

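The tests of the halving of ChIP fragments on X with a minimum of 13 fragments, of random placement and of the background of grouped peaks were set up before their own outcomes were known, although the scarcity of X peaks and the short gaps had already been seen, and all other tests below were chosen only after the result was seen.

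Peaks were scarce on chromosome X. Chance variation around an even spread is argued against, because the 0.115 peaks per Mb on X lay below the whole autosomal range of 0.443 to 1.51. A raised local background that hid peaks stays open. The called peaks did not show it, with 94.4% of those on X at the genome-wide background against 31.6% of autosomal peaks, but hidden sites would be missing from the list. Male rats carry 1 X, which lowers both ChIP and input. Drawing each autosomal fragment with a chance of 50% left 36.8% of autosomal peaks with the minimum of 13 fragments at which any peak was called, equal to 45.6 peaks on X where 18 were found. That number cannot decide the matter, because calling may have been incomplete near the minimum. At the genome-wide background only 2 autosomal peaks had 13 fragments, while 62 had 18, and with a minimum of 16 the expected number was 22.0, inside the interval of 8.40 to 24.7 around the 15 found. Peaks with 20 or more fragments depend less on the threshold. For these the loss would leave 7.60 on X, and 11 were found (95% exact Poisson interval 5.49 to 19.7), whereas the autosomal density without any loss would give 83.2. At this minimum the loss alone would bring the expected number near that found. With height, however, the expected number fell more steeply than the number found. With a minimum of 25, 1.70 were expected, just below the interval of 2.20 to 13.1 around the 6 found. All these numbers assume the autosomal density of sites on X, although autosomes ranged from 0.443 to 1.51 peaks per Mb. Copy number may thus account for part of the scarcity among the taller peaks, by an amount that stays open. Among lower peaks the loss of fragments cannot be told apart from other causes, because it is not known which share of low summits was called. No biological explanation, such as the gene content of X, was tested.

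The backgrounds on X bear on the copy number from the input side. A background of 3 or more was used for 1 of 18 X peaks, or 5.56% (95% Wilson interval 0.988 to 25.8%). A Poisson distribution with 50% of the genome-wide mean gives 8.41%, inside this interval, and the full mean gives 33.4%, outside it. Both shares rest on the genome-wide value of MACS, which was not checked. Peaks with a high background are harder to call, so autosomal peaks with the same numbers of ChIP fragments as those on X were compared too, and 31.5% of them had a background of 3 or more. This is consistent with a single copy of X lowering the input there, as would be the case in tissue from males only. It rests on 18 peaks. If so, a genome-wide background shared by all chromosomes would be too high for X and would make a peak harder to call there.

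The close groups of peaks were not chance neighbours under even placement, which gave a mean of 0.848 pairs under 300 bp where 386 were observed. A wider zone of raised input around the groups is argued against, since 68.7% of grouped peaks had a background above the genome-wide value, within the interval of single peaks. The splitting of a broad ChIP enrichment at shallow pileup and the presence of several binding sites in the same regulatory region stay open. The short extension of reads described next stays open too, and none of these was tested. The peaks of a close group therefore need not be separate binding sites.

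The extension length of the reads can be read from the list. All 653 backgrounds that came from the 1 kb and 10 kb windows, or 100% of them, lay on the steps that a fragment length of 55 bp produces, and among lengths from 30 to 150 bp the next best, 110 bp, accounted for 87.0%. For 8 of all 2063 peaks these steps had helped to choose the solution, so the test is not fully independent for them. The minimum width of a peak was also 55 bp. A candidate explanation is that reads were extended to the minimum peak width before counting. That is shorter than the range of sheared DNA quoted from the study above. An extension shorter than the true fragments could leave the reads of the 2 strands as separate humps around a site and so bear on narrow and paired peaks, but no read positions were analysed here and this was not tested.

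The input at most peaks was close to, though not the same as, chance draws at the genome-wide value that MACS used. That value was not compared with the true mean of the input, so the comparison does not show input at genome-wide depth. The shares with 3, 4, 5 and 6 control fragments each lay within counting error of a Poisson distribution. Together they ran high, however, and the 36.3% (34.3 to 38.5%) of autosomal peaks whose background was 3 or more control fragments at the summit exceeded the Poisson share of 33.4%. Summits where a window gave the larger background are not counted in this share, which can only lower it. Purely random input at exactly this genome-wide mean is thus argued against as the whole account, by a narrow margin. An excess of input at peak positions cannot be told apart from a mean set slightly too low, because the mean was not checked. A mean set too high would instead hide part of an excess. Open chromatin, local mappability and the genome size assumed for the mean were not tested. Since most of the raised backgrounds at summits were 3 or 4 fragments, much of the scatter in fold at a given number of ChIP fragments may reflect counting noise in the input, and a fold computed with the genome-wide background for every peak had a median of 6.71.

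Far more input than chance gives was present at 2 peaks, singled out after their values were seen. On chromosome 1 from 180721414 to 180721518 there were 54 ChIP and 19 control fragments, and the fold of 2.43 was the lowest of the list. On the same chromosome from 197982611 to 197982677 there were 49 ChIP and 13 control fragments and a fold of 3.16. The next highest control was 8. Chance draws at the genome-wide depth would give 0.000531 autosomal peaks with 13 or more control fragments, so chance is argued against. Repeated or collapsed sequence is a candidate source of such input but was not tested. By ChIP fragments alone both peaks would stand near the top of the list, with only 3 and 16 peaks above them.

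The ChIP pileups were multiplied by 0.882 before comparison, the ratio of control to ChIP reads kept by MACS if its default scaling was used. That is lower than the ratio of the read numbers quoted from the study above. How many reads of each library were removed as duplicates or unmapped was not analysed here, so the cause was not tested.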
